A study of Homo sapiens with 6 samples.

How the data were processed

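Total RNA was sequenced from 6 cultures of Flp-In T-REx-293 cells, an engineered derivative of the human embryonic kidney line HEK293. Per the labels, 3 cultures had received a non-targeting siRNA and 3 an siRNA against UPF1, each at 40 nM by lipid transfection, and the cells were replated 48 h after transfection. Ribosomal RNA was removed with a Ribo-Zero kit and stranded TruSeq libraries were made from 2 μg of total RNA, per the labels' protocols, so RNAs without a poly(A) tail were retained. The libraries were read from both ends, per the series' design text. Samples were grouped by their titles.

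The data analysed here are a single table of the authors' own comparison, with 1 row per Ensembl gene. Its first value is a log2 fold change of UPF1 siRNA over non-targeting siRNA, computed by the authors, per the file header, which calls the UPF1 siRNA total without saying what that word stands for. Its second value is a false discovery rate, an adjusted p-value computed by the authors, per the file header. Neither the header nor the labels state the aligner, the gene annotation, the genome build, the counting, the filter on low counts, the scaling between libraries or the statistical test. The table holds no value for a single library. Sequencing depth, mean expression, standard errors and the spread between replicates are therefore unknown here. No interval or detection limit is given for a single gene, and every significance statement about a gene rests on the authors' false discovery rate. The choice of scaling between libraries sets where 0 lies, and a filter on low counts decides which genes are listed, so both can affect the measurements, and neither can be checked from the table.

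The table has 13680 rows with an identifier, of which 13240 carry values. The last 440 rows hold an identifier and a symbol only. Of these, 415 repeat genes that carry values higher up, and 25 genes have no value at all and were left out. Spreadsheet conversion had turned 22 symbols among the genes with values into dates. Genes were therefore handled by Ensembl identifier.

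The plan covered several possible units because the unit was not known when it was fixed. Its part for a table of the authors' comparison was followed, and the planned tests on values of single libraries, leaving out libraries and other splits of the samples were not run. Genes were counted past a false discovery rate of 0.05, in each direction. The named genes are UPF1 and the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among those past 0.05. The part of that rule that asked for a minimum expression could not be applied without expression values. Up to 5 members of each list could be named in order of false discovery rate; members named outside this rule are marked as chosen after their values were seen.

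The rule, the thresholds and 7 gene lists were fixed from general knowledge before the data were examined. Lists were matched by symbol or Ensembl identifier, and every member of the 6 lists given by symbol was found. Lists of 20 S phase genes, 77 ribosomal protein genes and 18 other growth-regulated mRNAs, of which 17 were found, were added afterwards and appear only in the closing observations. For each list the median log2 fold change was set against the medians of 10000 random lists of the same size drawn from all genes with values. The percentile describes this table and is no test across replicates. With the fold changes permuted over genes, 4.5% of 200 unshifted lists of 12 genes drawn from 13240 lay outside the middle 95% of random lists. Of the same lists shifted by 0.5, 91% lay above the 97.5th percentile. The first share follows from drawing both kinds of list alike. It says nothing about lists of genes that change together. Counts adjusted over the list alone used unadjusted p-values recovered from the false discovery rate and its rank, on the assumption that the authors' adjustment was Benjamini-Hochberg over the 13240 genes.

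Gene types, positions, transcripts and 3' UTRs came from GENCODE release 29 (GRCh38). It matched 13097 genes, 98.9% of the table, 123 of them by symbol because the identifier was absent, and 143 genes had no match. Coordinates are those of GENCODE and not of the authors, whose build is unknown. Each coding gene was represented by a principal transcript and other genes by their longest transcript. Length and GC content were controlled by drawing, for each list member, from the 50 genes nearest in log length and GC content. The relation to 3' UTR length was measured with Spearman's rho across genes. The planned comparison of transcripts annotated as nonsense-mediated decay substrates was not possible in a gene table.

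Words of 7 bases were scanned in the 3' UTRs of 11894 protein-coding genes. For each of 16172 words present in at least 50 genes, the presence of the word was related to the log2 fold change after length, GC content and their squares had been regressed out. The statistic is a standardised association, near 0 for an unrelated word. Across 100 permutations of the fold changes over genes the largest absolute statistic was 4.87. On simulated data, a word given a shift of -0.15 ranked first in 20 of 20 runs on 11894 genes. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.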

Results

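UPF1 is an RNA helicase required for nonsense-mediated mRNA decay (NMD), the pathway that degrades transcripts whose translation ends too early or in an unusual context. To measure how RNA abundance changes when UPF1 is depleted, rRNA-depleted total RNA was sequenced from Flp-In T-REx-293 cells, which derive from the human kidney line HEK293. The design compared 3 cultures treated with a UPF1 siRNA with 3 cultures treated with a non-targeting siRNA. The authors' deposited table gives a log2 fold change and a false discovery rate (FDR) for 13240 genes and no value for a single library. The depth of the 6 libraries is thus unknown, and the FDR is the only measure of replicate error behind each value below. Positive values are higher with the UPF1 siRNA.

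The targeted transcript was examined first. In the authors' deposited table, UPF1 (ENSG00000005007) had a log2 fold change of -1.58 with an FDR of 4e-14, which leaves 33.4% of the control level. The gene lies on chromosome 19 from 18831938 to 18868236 on the plus strand of GRCh38, per GENCODE. Its value ranked 37th from the lowest of the 13240 genes.

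Most listed genes passed the FDR threshold of 0.05 set in the plan. In the authors' deposited table, 9755 genes (73.7%) had an FDR below 0.05, of which 4971 were higher and 4784 lower. The changes were mostly small: among these genes the median absolute log2 fold change was 0.38, and 74.8% changed by less than 1.5-fold. Requiring a change of at least 1.5-fold left 2462 genes, 1445 higher and 1017 lower. The share of higher genes rose from 51.0% to 58.7% with that requirement. Requiring at least 2-fold, the alternative that moved the count most, left 643 genes, of which 390 were higher and 253 lower, so higher genes made up 60.7%. Over all 13240 genes the median log2 fold change was 0.0037, and the quartiles were -0.27 and 0.30.

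**Figure D1:**
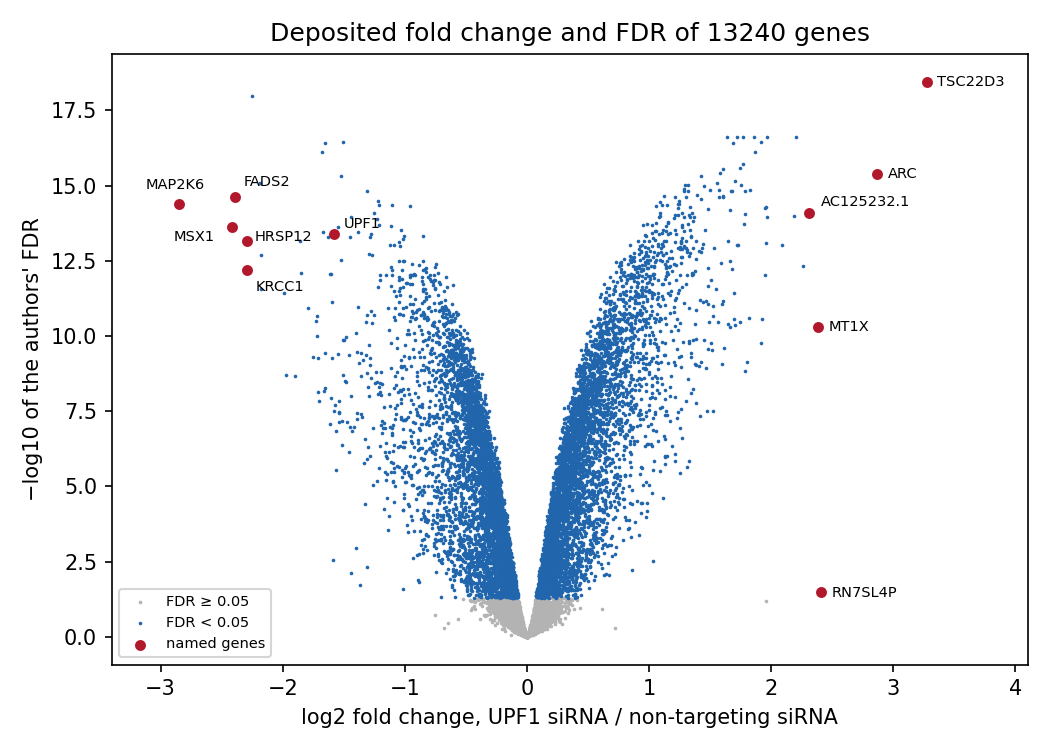
Each point is 1 of the 13240 genes in the authors' deposited table, with the log2 fold change of UPF1 siRNA over non-targeting siRNA on the x axis and −log10 of the FDR on the y axis. Blue points have an FDR below 0.05, grey points do not, and red points are UPF1 and the named genes, from MAP2K6 at -2.85 to TSC22D3 at 3.27.

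The largest increase in the authors' deposited table was that of TSC22D3 (ENSG00000157514, protein-coding, chromosome X, 107713221 to 107777342), with a log2 fold change of 3.27 and an FDR of 3.51e-19. ARC (ENSG00000198576, protein-coding, chromosome 8, 142611044 to 142614472) followed in the authors' deposited table with 2.87 and an FDR of 4.02e-16. RN7SL4P (ENSG00000263740, chromosome 3, 15738515 to 15738809), a copy of the 7SL RNA gene, stood at 2.41 in the authors' deposited table, but its FDR of 0.0333 was the weakest of the named genes, and reads from the 7SL family can be shared between its copies. The metallothionein gene MT1X (ENSG00000187193, chromosome 16, 56682424 to 56684196) had 2.38 and an FDR of 5.08e-11 in the authors' deposited table, and it belongs to a family of similar genes that can share reads. AC125232.1 (ENSG00000231259, chromosome 2, 87031815 to 87052992) had 2.31 and an FDR of 7.81e-15 in the authors' deposited table. It is annotated as an unprocessed pseudogene, a gene copy that can share reads with related genes, so its value is uncertain.

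The largest decrease in the authors' deposited table was that of MAP2K6 (ENSG00000108984, chromosome 17, 69414698 to 69553861), with a log2 fold change of -2.85 and an FDR of 3.97e-15. MSX1 (ENSG00000163132, chromosome 4, 4859666 to 4863936) was listed in the authors' deposited table at -2.42 with an FDR of 2.3e-14. For FADS2 (ENSG00000134824, chromosome 11, 61792980 to 61867354) the authors' deposited table gave -2.39 and an FDR of 2.32e-15. HRSP12 (ENSG00000132541, named RIDA in GENCODE, chromosome 8, 98102344 to 98117241) stood at -2.30 with an FDR of 7.06e-14 in the authors' deposited table, and KRCC1 (ENSG00000172086, chromosome 2, 88027205 to 88055729) at -2.29 with an FDR of 6.52e-13. These 5 genes are protein-coding and were each listed below UPF1 itself. The 3' UTR of HRSP12 holds the 8-base word AGAACATA, and those of MAP2K6 and KRCC1 hold 7 bases of it, as do 18.7% of the 3' UTRs of all protein-coding genes when matches of 7 and 8 bases are counted together. MT1X holds 7 bases of the word AGCAACCA. Genes with these words were listed lower and higher, respectively, than genes without them: the median log2 fold change was -0.19 for the 445 genes with all of AGAACATA and 0.18 for the 277 genes with all of AGCAACCA.

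Gene lists fixed in advance were then examined, beginning with transcripts widely used as NMD targets. Of 14 such genes, 13 were higher at an FDR below 0.05 in the authors' deposited table, and 13 passed when adjusted over the list alone. Their median log2 fold change was 0.78, above the medians of all 10000 random lists of that size, whose middle 95% ran from -0.25 to 0.27. The mean in place of the median, the alternative that moved it most, was 0.92. The members with the smallest FDR in the authors' deposited table were BAG1 at 1.75 (FDR 2.53e-16), GABARAPL1 at 1.66 (FDR 6.63e-15) and RP9P at 2.18 (FDR 1.02e-14). CDKN1A was the exception, with -0.10 and an FDR of 0.0863 in the authors' deposited table, and it is named after its value was seen.

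Host genes of small nucleolar RNAs (snoRNAs) are spliced transcripts, many of them without a long reading frame. In this list of 12 the median was 0.89, again above all 10000 random lists. The authors' deposited table had 10 members higher and 1 lower at an FDR below 0.05, and 11 passed when adjusted over the list alone. EPB41L4A-AS1 at 1.57 (FDR 1.38e-15), SNHG15 at 1.37 (FDR 1.12e-14) and GAS5 at 1.02 (FDR 1.05e-13) were among the members with the smallest FDR in the authors' deposited table. SNHG3, the member that was lower, stood at -0.32 with an FDR of 0.000371 in the authors' deposited table and is named after its value was seen.

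The 9 NMD factors other than UPF1 had a median of 0.66, at the 99.96th percentile of random lists. In the authors' deposited table, members at an FDR below 0.05 numbered 8 higher and 1 lower, and 9 passed when adjusted over the list alone. SMG1 had the largest value in the authors' deposited table at 1.45 (FDR 1.04e-15), while SMG9 was listed at 0.85 (FDR 8.75e-13), SMG6 at 0.73 (FDR 4.6e-11) and UPF2 at 0.58 (FDR 6.1e-10). SMG8, named after its value was seen, was the lower one at -0.44 with an FDR of 2.26e-07 in the authors' deposited table.

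**Figure D2:**
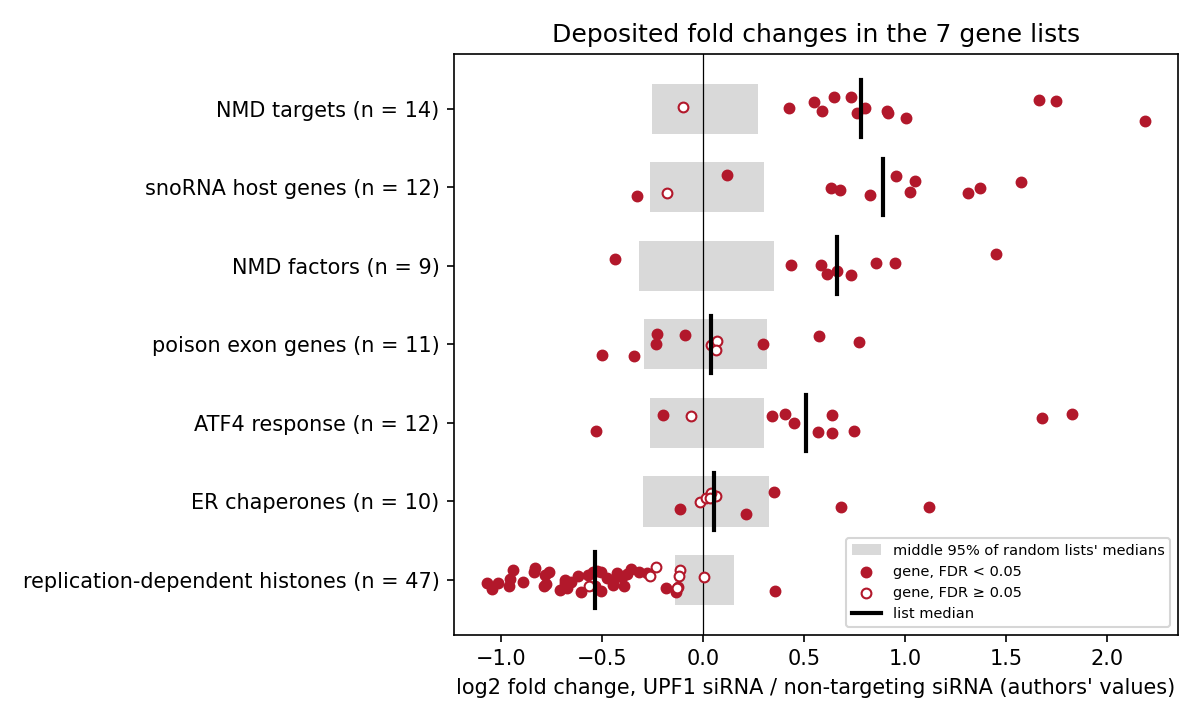
Each point is a gene of 1 of the 7 lists, with the authors' deposited log2 fold change on the x axis; filled points have an FDR below 0.05, black bars are list medians and grey boxes span the middle 95% of the medians of 10000 random lists of the same size. The medians of NMD targets (0.78), snoRNA host genes (0.89), NMD factors (0.66) and the ATF4 response (0.51) lie to the right of their boxes and that of the histones (-0.53) to the left.

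Splicing factor genes with alternative exons that create NMD isoforms showed no common direction. The 11 genes had a median of 0.04, at the 58.9th percentile of random lists, with 3 members higher and 5 lower at an FDR below 0.05 in the authors' deposited table and 8 past the threshold when adjusted over the list alone. Without the 3 members whose 3' UTR holds a match to either word, the median was -0.01. A table of gene totals does not show changes between isoforms of a gene.

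For stress responses, 12 targets of the transcription factor ATF4 had a median of 0.51, at the 99.9th percentile of random lists. In the authors' deposited table, members at an FDR below 0.05 numbered 9 higher and 2 lower, and 11 passed when adjusted over the list alone. STC2 at 1.82 (FDR 1.38e-15) and SESN2 at 1.67 (FDR 1.49e-15) led this list in the authors' deposited table, whereas PSAT1, named after its value was seen, was lower at -0.53 (FDR 7.21e-09). The 10 chaperone genes of the endoplasmic reticulum had a median of 0.05, at the 62.7th percentile, with 4 higher and 1 lower at an FDR below 0.05 in the authors' deposited table and 5 past it when adjusted over the list alone. HYOU1 was the largest of these in the authors' deposited table at 1.12 (FDR 2.23e-15).

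UPF1 also takes part in the decay of replication-dependent histone mRNAs, which lack a poly(A) tail and are retained by rRNA depletion. The 47 listed histone genes had a median of -0.53, below the medians of all 10000 random lists. In the authors' deposited table, members at an FDR below 0.05 numbered 38 lower and 1 higher, and 40 passed when adjusted over the list alone. The lowest false discovery rates in the authors' deposited table belonged to HIST1H1D at -0.83 (FDR 7.41e-13), HIST1H2BJ at -1.04 (FDR 1.12e-12) and HIST2H2AC at -0.76 (FDR 1.33e-12). Near-identical histone genes can share reads, so values of single members are uncertain. Histone transcripts are short, and lists matched on length and GC content had a median of -0.13.

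A long 3' UTR is one feature associated with UPF1 targets. Across 11892 protein-coding genes the log2 fold change and the length of the longest annotated 3' UTR had a Spearman's rho of 0.044; genes are not independent replicates, so no p-value is given. Holding GC content fixed, the alternative that moved this value most, gave a partial rho of 0.147. GC content was related to the fold change with a rho of 0.22 and to 3' UTR length with a rho of -0.40. The 2302 genes with a longest 3' UTR of at most 500 nt had a median log2 fold change of -0.07, and the 1695 genes above 4000 nt had 0.03. Between these classes the medians were all 0.01, so the shift lay mainly in the shortest class. The histone genes, with short transcripts and lower values, were not set apart here, so their part in this shift is unknown. The quartiles of the shortest class were -0.32 and 0.24, far wider than the difference between classes.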

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

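No paired analysis was possible because the table holds only the authors' comparison and no values of single libraries. For the same reason leaving out libraries, other tests, scalings and count filters, other splits of the samples, and restricting lists by expression were not run. Set tests such as camera and fry were not run. The fixed lists share no genes, so removing shared members changed nothing. The NMD target list does hold ATF4 itself (0.65), however, so its rise and that of the ATF4 response are not separate evidence. Settings involving the 2 words, length and GC content, implied spread, GC-adjusted correlation, centring and the 2-fold threshold were chosen after seeing the data.

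Asking for at least a 1.5-fold change reduced 9755 genes to 2462, the higher genes from 4971 to 1445 and the lower genes from 4784 to 1017. At least 2-fold left 643 genes, 390 higher and 253 lower. Both losses follow from the added requirement. An FDR below 0.01 left 8576 genes. Leaving out the genes whose 3' UTR matches AGAACATA or AGCAACCA by at least 7 bases left 7374 of the 9755 genes.

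Centring on the median of all genes, which was 0.0037, shifts every gene alike by less than any call depends on, so it says nothing about stability. The medians of NMD targets, snoRNA host genes, NMD factors, the ATF4 response and the histones stayed outside the middle 95% of random lists with the mean in place of the median, with lists matched on length and GC content, with lists matched on the spread implied by fold change and FDR, and without genes matching either word. The last of these removed no snoRNA host gene and no NMD factor, so it tested only the other lists. The implied spread assumed a t distribution with 15 degrees of freedom, the number that left it unrelated to the size of the change. Lists matched on a spread chosen this way stay close to plain random lists, so that setting was a weak test. The median of the poison exon genes reversed sign, from 0.04 to -0.010, without the 3 members that match a word. It stayed inside the random range in both cases (percentiles 58.9 and 45.5), with 8 genes left, and the cause was not tested. The ER chaperones also stayed inside the random range in all these settings. The mean moved them most, from a median of 0.05 (percentile 62.7) to 0.24 (percentile 91.99).

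Spearman's rho between fold change and 3' UTR length moved from 0.044 to 0.064 without genes matching either word, and to 0.147 as a partial correlation given GC content. The cause of the first change was not tested. The second follows from GC content rising with the fold change (rho 0.221) and falling with 3' UTR length (rho -0.397). Whether the GC trend comes from library preparation or from the cells was not tested. Depth and replicate spread, both unknown here, limit every value of a single gene to the authors' FDR.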

Other observations

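The tests of the 2 words, the snoRNAs, the pseudogenes and the annotated NMD transcripts were chosen after the results were seen; those of the histones and ribosomal proteins were set after these genes had been seen to be lower, but before the values that decide them were seen. They followed a broad look through gene families, chromosomes, gene types and words of 6 and 7 bases. Genes are not independent replicates, and percentiles among random lists describe this table only.

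The most negative of 16172 words of 7 bases in the 3' UTR was GAACATA, with a statistic of -10.4, and the next was AGAACAT with -9.75. They overlap to the 8-base word AGAACATA. The most negative unrelated word reached -5.37, and the largest absolute value in 100 permutations was 4.87. Genes with the full word in the 3' UTR (445 genes) had a median log2 fold change of -0.19, a difference of -0.209 from genes without a match, against -0.083 for 7 bases and -0.018 for 6 bases. A full match in the coding region went with a smaller difference of -0.131. Genes with 2 or more full matches in the 3' UTR did not go lower (25 genes, median -0.11). Among the 100 lowest coding genes at an FDR below 0.05, 33 held at least 7 bases of the word and 15 held all 8, compared with 18.7% and 3.74% of all coding genes. The other 209 words of the same composition, the overlapping AGAACAT among them, had a median statistic of -0.751. This median argues against length or base composition of the 3' UTR as the whole cause. That none of them was as negative follows from choosing the lowest of all words and is no evidence. A candidate explanation is unintended repression through the seed of the UPF1 siRNA. The labels give no siRNA sequence, but such an siRNA must match UPF1, and AGAACATA occurs once in the UPF1 mRNA, in the coding region at bases 1180 to 1187 of transcript ENST00000262803.9. The 19 bases that end there read CTACCAGTACCAGAACATA. The word is not rare, since 8.75% of 2034 coding transcripts of similar length contain the word. An endogenous small RNA with the same seed stays open and was not tested.

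The most positive words were AGCAACC with 10.1 and GCAACCA with 8.21, which overlap to AGCAACCA; the most positive unrelated word reached 4.96. Genes with all 8 bases in the 3' UTR (277 genes) lay 0.199 above genes without a match, against 0.153 for 7 bases and 0.072 for 6 bases, and 8 genes with 2 or more full matches had a median of 0.46. In the coding region matches of 6, 7 and 8 bases lay 0.075, 0.109 and 0.105 above genes without a match, so the difference did not grow from 7 to 8 bases there, and 30 genes with 2 or more full matches lay 0.188 above. The other 139 words of this composition, the overlapping GCAACCA among them, had a median statistic of 0.153. This median argues against length or base composition of the 3' UTR as the whole cause. Here too, the absence of a more positive word follows from choosing the highest of all words. The word is absent from the representative UPF1 transcript. A seed match of an RNA in the control libraries, such as the non-targeting siRNA lowering its own unintended targets, may explain the pattern; sequence information on that siRNA would decide it. Under this hypothesis some genes that appear to rise on UPF1 depletion were instead lowered in the control, and 2381 of the 9755 genes at an FDR below 0.05 hold a match to either word. That is 24.4% of them, close to the 23.1% among all genes in the table, so the number does not say how many were changed by a seed.

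The lower histone mRNAs run against a simple loss of UPF1-dependent histone mRNA decay, which would raise them. Transcript length and GC content as the whole cause are argued against: 46 histone genes had a median of -0.53, while lists matched on both had a median of -0.134 with a middle 95% from -0.26 to -0.0093. Fewer cells in S phase would be consistent with a list of 20 S phase genes, written before it was looked up, whose median of -0.280 lay at the 0.41th percentile of random lists, with 14 lower and 4 higher at an FDR below 0.05. Among members named after their values were seen, CDC45 (0.42), UNG (0.23), MCM2 (0.20) and E2F1 (0.20) went the other way. SLBP, which encodes the histone stem-loop binding protein, was at -0.64, but it is 1 of the 20 S phase genes and 1 of the 14 lower ones, so its value is no separate evidence. A loss of histone mRNA stability was not tested.

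Ribosomal protein mRNAs were listed lower for 74 of 77 genes, 72 of them at an FDR below 0.05, with a median of -0.45. The 77 include some close paralogs. The genes not lower, named after their values were seen, were RPL37 (0.07) and the paralogs RPL22L1 (0.37) and RPL26L1 (0.10). The symbol pattern that defined this list missed 7 further genes for ribosomal proteins or close paralogs. Of these, 6 were lower at an FDR below 0.05, but RPLP0 was higher at 0.85 (FDR 2.29e-12), above every listed member. With them 80 of 84 genes were lower, with a median of -0.43. Lists matched on length and GC content had a median of -0.130, which argues against these as the whole cause. A change of TOP mRNAs as a class, the group of growth-regulated mRNAs with a pyrimidine tract at the 5' end, may be involved: 17 other members of that class found in the table were all lower at an FDR below 0.05, with a median of -0.389, at the 0.04th percentile of random lists. RPLP0 is itself counted among TOP mRNAs and went the other way, so the change was not uniform over the class. A scaling of the libraries that shifts abundant mRNAs stays open, because the table gives no abundance.

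The snoRNAs were listed at similar levels whether or not the gene that contains them was raised. In 45 pairs of a snoRNA and a listed gene that contains it on the same strand, the containing gene was higher at an FDR below 0.05 in 22 pairs, with a median of 0.88. In all 22 the snoRNA was listed below it, with a median of -0.20; 15 were lower than in the control and 7 higher, of which only SNORA74B, named after its value was seen, was higher at an FDR below 0.05 (0.43, in ATP6V0E1 at 0.49). In the other 23 pairs the snoRNAs had a median of -0.22 and the containing genes -0.27, and 11 snoRNAs lay below their containing gene. Pairs were set by position alone and 1 gene can hold several snoRNAs, so the 45 pairs cover 41 containing genes. Recovery or counting of short RNAs could lower the snoRNAs as a group. Of 21 snRNA genes, another class of short RNA, 20 were lower too, 12 of them at an FDR below 0.05. Their median was -0.492. An equal loss of all short RNAs would leave the difference between the 2 kinds of pairs in their snoRNAs. The containing genes differed by 1.14 between them, but this follows from splitting the pairs on the change of the containing gene. Only the snoRNAs bear on the question. They differed by 0.014 (95% bootstrap interval over containing genes -0.17 to 0.21), which argues against such a loss as the whole cause of the gap. Without the split, the snoRNA lay below its containing gene in 33 of 45 pairs, and their fold changes had a rho of 0.12. Stabilisation of the spliced host transcript without a change in its synthesis stays open, as does slow turnover of snoRNAs, and neither was tested.

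Unprocessed pseudogenes, which arise by gene duplication, were listed higher in 139 of 168 cases, 118 of them at an FDR below 0.05, with a median of 0.55, above all 10000 random lists. The 123 processed pseudogenes, which are copied from spliced mRNA, had a median of -0.06, but they were not alike: the 33 annotated as transcribed had a median of 0.23, at the 99.5th percentile of random lists, with 16 higher and 8 lower at an FDR below 0.05, and the other 90 had -0.13. The rise was thus not limited to unprocessed pseudogenes. Reads shared with the parent gene may contribute, but the pseudogenes exceeded their parents in 44 of 55 pairs matched by symbol. The median difference was 0.525 (95% bootstrap interval 0.34 to 0.75), which argues against sharing as the whole cause in these pairs. This form of the test replaced an earlier one, which asked whether the parents' median lay above the middle 95% of random lists and gave opposite verdicts before and after 123 genes were matched to the annotation by symbol. The parents' median lay at the 89.1th percentile in the final data, and the pairs share parents (43 distinct). The bootstrap drew the 55 pairs singly, so its interval ignores shared parents and may be too narrow. The parents had a median of 0.17. The paired pseudogenes had a median of 0.86, above the 0.55 of all 168, so the tested pairs are a more strongly raised subset. Whether pseudogene transcripts are NMD substrates was not tested.

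Protein-coding genes with an annotated NMD transcript had a median of 0.052 (5227 genes) and those without had -0.039 (6725 genes). Genes with more annotated transcripts were not the whole cause: draws matched on the number of annotated transcripts per gene had a median of -0.0038 and an upper bound of 0.010 (exceeded by 2.5% of draws), against 0.044 for the 4656 genes that could be matched. The difference is small beside the spread of single genes.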
